# Chemerin's Role in Endometrial Dysfunction: Insights From Transcriptomic Analysis

**DOI:** 10.1111/jcmm.70417

**Published:** 2025-03-21

**Authors:** Ming Yu, Yichun Wang, Jinxuan Cai, Xinyue Dong, Hao Wang, Zichen Sun, Tianxia Xiao, Jie Chen, Mengxia Li, Chunhua Shan, Yang Dong, Jian V. Zhang

**Keywords:** 12Z cells, adipokine, chemerin, endometrial receptivity, transcriptomic analysis

## Abstract

Endometrium, the lining of the uterus, changes dynamically in response to fluctuations in ovarian hormones. The proper endocrine environment regulates endometrial functions: menstruation and supporting pregnancy. Obesity is closely related to endometrial dysfunction, which seriously affects women's health and fertility, but the pathological mechanism is unknown. Chemerin is an adipokine involved in multiple biological events such as immunity and metabolism by acting on its functional receptors. This study aimed to characterise the effects of chemerin on human endometrial epithelial cells by RNA‐Seq. 12Z cells were utilised as the model because immunoblot results showed that they expressed endometrial markers, epithelial markers and functional receptors for chemerin. Principal component analysis (PCA) showed that chemerin treatment significantly altered the transcriptome. Differential Expression Analysis found 388 significant differentially expressed genes (DEG) in the chemerin treatment group compared with the controls. Gene Set Enrichment Analysis (GSEA) showed that chemerin inhibited lipid metabolism and induced the epithelial‐mesenchymal transition (EMT)‐like process and cellular senescence. More importantly, GSEA and immunoblots showed that chemerin restrained the STAT3 signalling pathway, which is required for endometrial receptivity establishment. Collectively, these findings provide new evidence that over‐produced chemerin underlying the endometrial dysfunctions in obesity.

## 1 Introduction

Endometrium, the mucosal lining of the uterus, plays a vital role in receiving the embryo and maintaining the subsequent pregnancy [1]. For the woman at reproductive age, every month, endometrium dynamically changes at the molecular and structural level in response to fluctuations in ovarian sex hormones (mainly oestrogen and progesterone) across the menstrual cycle. Before ovulation, the endometrium continues to grow and thicken under the domination of oestrogen, which is termed the “proliferative” phase (equal to the ovarian “follicular” phase). Following ovulation, progesterone secreted by the remaining corpus luteum antagonises oestrogen‐mediated proliferation and transforms the endometrium to acquire the ability to accept the embryo, and this stage is termed the “secretory” phase (equal to the ovarian “luteal” phase) [2]. Embryo implantation occurs at a limited period, usually in the middle of the “secretory” phase, also known as the “Window of implantation” (WOI), during which an embryo attaches to the endometrial epithelium followed by penetrating and infiltrating into the endometrial stroma to establish the pregnancy [3]. If there is no embryo, progesterone withdrawal triggers the shed of the functional layer of the endometrium (menstruation), and the retained basal layer repairs the endometrium and proceeds to the next cycle [4].

Endometrium is a multicellular tissue that contains epithelial cells (luminal and glandular epithelial cells), stromal cells, vascular endothelial cells and immune cells [5]. Luminal epithelial cells line the endometrium, which direct contact with the embryo during WOI [6]. Glandular epithelial cells are invaginations of the epithelial cells extending from the lumen into the stroma, forming tubular glands, which perform secretory function [7]. Stomal cells differentiate into decidual cells under the control of progesterone, a process called decidualization, which is essential for embryo implantation and placentation [8]. These endometrial and non‐endometrial cells communicate and cooperate to complete several key physiological events such as re‐epithelization, menstruation, decidualization and embryo implantation. As reported, endometrial factors account for two‐thirds of cases of implantation failure [9]. Dysfunctional endometrium also leads to multiple diseases such as abnormal uterine bleeding (AUB), Ashman syndrome, endometriosis, adenomyosis and even endometrial cancer. These diseases often seriously affect female fertility with limited treatment options [10].

Currently, worldwide increasing obesity is closely linked with a higher incidence of subfertility of both sexes and 13 different types of cancer including endometrium cancer [11, 12]. Obesity causes endocrine, metabolic and inflammatory alterations that may be disruptive to the reproductive system. Clinical data showed that overweight and obesity do not seem to affect embryo morphology, blastocyst formation and quality, but negatively affect the outcome of natural and assisted conception, pointing to an alteration in the uterine endometrium [13]. Meanwhile, transcriptomic analysis revealed that obesity affects the endometrial transcriptome in both humans and mice [14, 15, 16, 17]. Animal models have also found that diet‐induced obesity affects uterine repair, endometrial decidualization, embryo implantation and endometrial hyperplasia [18, 19, 20, 21]. However, the detailed molecular mechanism underpinning obesity‐impaired endometrial functions remains unclear.

Adipose tissue secretes a variety of bioactive peptides called adipokines, which regulate physiological and pathological processes by acting on multiple target organs throughout the body [22]. Chemerin, the product of *RARRES2* (retinoic acid receptor responder 2), is mainly released by adipocytes, and its systemic level is increased in obesity [23]. The secreted 143 amino‐acids protein (pre‐chemerin) has low biological activity, and the bioactivity is determined by protease cleavage at the C‐terminus. Until now, three receptors of chemerin have been identified: chemokine‐like receptor 1 (CMKLR1), G protein‐coupled receptor 1 (GPR1, also known as CMKLR2) and chemokine CC‐motif receptor‐like 2 (CCRL2). CMKLR1 and CMKLR2 are functional receptors for chemerin, whereas CCRL2 is a non‐signalling receptor in response to chemerin [24]. Chemerin and the cognate receptors play vital roles in reproductive health and diseases [25], however, the effects of adipokine chemerin on endometrial cells are incompletely elucidated. In this study, we endeavoured to comprehensively identify transcriptome level changes of human endometrial epithelial 12Z cells after chemerin treatment.

## 2 Results

### 2.1 Chemerin System Expression in Human Endometrium Across the Menstrual Cycle

First, two independent microarray datasets (GSE4888 and GSE6364) downloaded from GEO were utilised to analyse the endogenous expression of chemerin and the cognate receptors in normal human endometrium throughout the menstrual cycle. GSE4888 contains endometrial tissues at the proliferative stage (PE), early‐secretory stage (ESE), mid‐secretory stage (MSE) and late‐secretory stage (LSE) and GSE6364 contains PE, ESE and MSE. Analysis results showed that *RARRES2* levels in ESE and MSE were significantly reduced (*p* < 0.05) when compared with the PE, and *CMKLR1* and *CCRL2* levels in ESE and MSE tended to decrease gradually. There was no significant change of *CMKLR2* in the endometrium at distinct stages (Figure 1A,B). These results preliminarily suggest that the chemerin signalling system changes with the menstrual cycle, and it is relatively inactive in the receptive endometrium.

**FIGURE 1:**
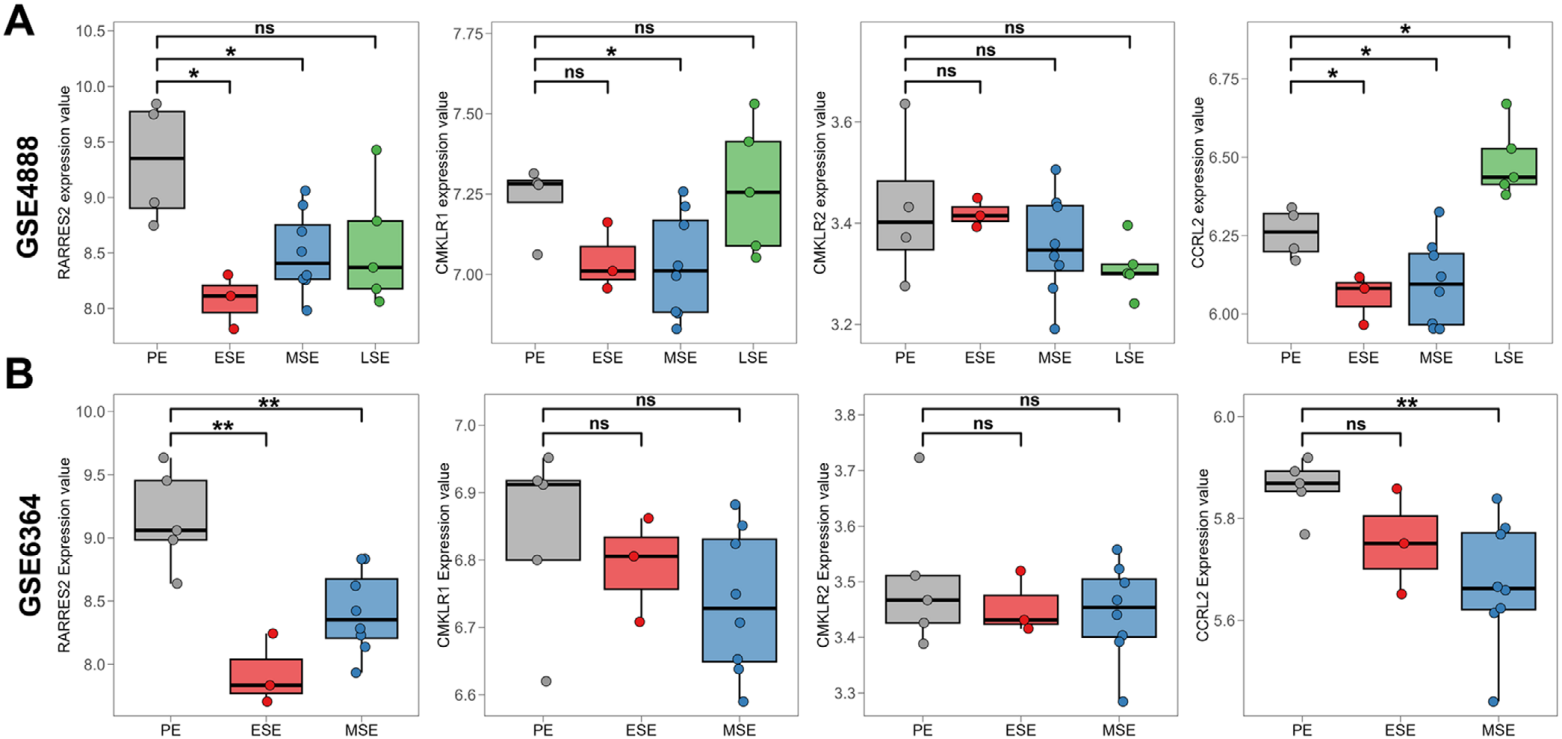
Gene expression of chemerin and the cognate receptors in healthy endometrium across the menstrual cycle. Gene expression levels of RARRES2, CMKLR1, CMKLR2 and CCRL2 in uterine endometrium at proliferative phase (PE), early‐secretory phase (ESE), mid‐secretory phase (MSE) and late‐secretory phase (LSE) in published microarray datasets GSE4888 (A) and GSE6364 (B) were statistically analysed and exhibited in the box plots. ns, not significant. *p < 0.05; **p < 0.01.

### 2.2 Molecular Characterisation of Human Endometrial Epithelial 12Z Cells

In this study, human endometriotic epithelial 12Z cells were selected as the in vitro model. Before the experiment, we performed Western blot to characterise the cellular origin at the molecular level. Results showed that 12Z cells expressed endometrial cell markers (PAX2, ERα, ERβ and PR) (Figure 2A), epithelial cell markers (E‐cadherin and MUC1) (Figure 2B) indicative of the identity of endometrial epithelial cells (EECs). More importantly, functional receptors (CMKLR1 and CMKLR2) for chemerin were detected (Figure 2C) indicating that 12Z cells can respond to the ligand.

**FIGURE 2:**
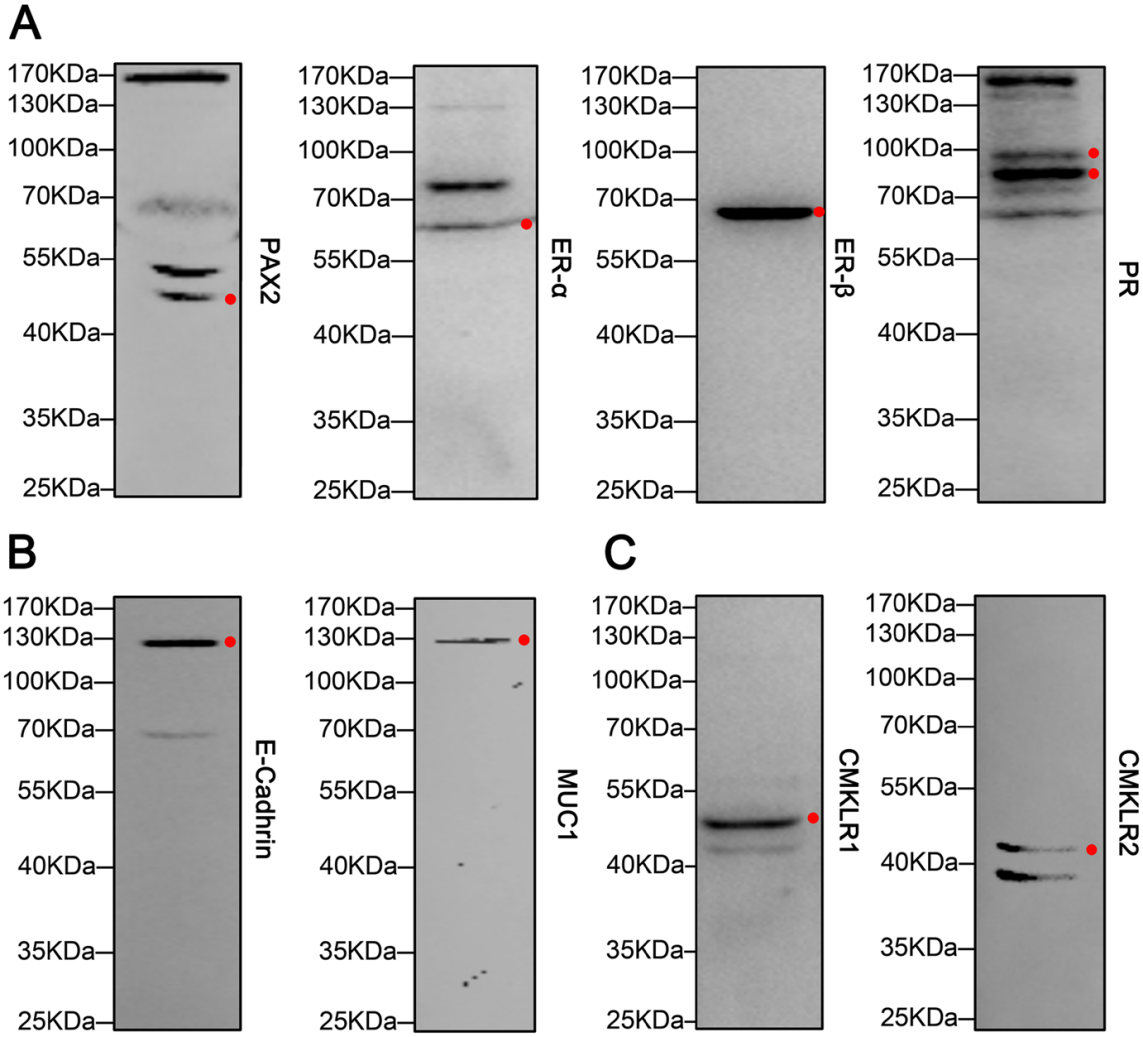
Molecular characterisation of 12Z cells. Immunoblots of endometrial cell markers (PAX2, ERα, Erβ, and PR) (A), epithelial cell markers (E‐cadherin and MUC1) (B), and the functional receptors for chemerin (CMKLR1 and CMKLR2) (C) in 12Z cells. The red dots represent the target protein. The experiments were performed in triplicate, and representative immunoblotting results are shown.

### 2.3 Chemerin Alters the Transcriptome of 12Z Cells

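12Z is an established human endometriotic epithelial cell line. The cells were left untreated (Control) or received 10 ng/mL rhChem157S, the active form of chemerin, for 48 h, and 3 libraries were sequenced per group. The authors trimmed the reads with fastp, aligned them to the human genome with HISAT2 and counted them per gene with HTSeq-count. They deposited the read counts without normalization and the FPKM of the same 16279 genes. In every library the FPKM equalled the count divided by a fixed gene length and by the library's total. Between 35430881 and 38341643 reads per library were counted on genes, with a median of 36041957 in the Control group and 37397149 in the rhChem157S group. The 10 most abundant genes took from 4.31% to 5.80% of the counts. Genes were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 13311 genes kept by edgeR's filter on low counts. DESeq2, which the paper used, was run on the same counts as an alternative. With 3 libraries per group, an exact two-sided permutation test of a single value cannot go below p = 0.10. Coordinates are those of GENCODE release 29 on the human genome assembly GRCh38.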

To explore the effects of chemerin on endometrial cells, we performed RNA‐seq on 12Z cells treated without (Control, *n* = 3) or with recombinant human chemerin protein (Glu21‐Ser157) (rhChem157S, *n* = 3). 

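PCA was run on log2 CPM of the 500 most variable genes. The first component (PC1) held 67.3% of the variance and the second 13.9%. The Control libraries 1 to 3 scored -20.7, -19.9 and -13.6 on PC1, and the rhChem157S libraries 1 to 3 scored -6.15, 15.4 and 45.0. The groups did not overlap on PC1 (exact two-sided permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The gap between them was 7.48, against a range of 7.04 within the Control group and 51.1 within the rhChem157S group. The alternative that moved the PC1 share most upward was DESeq2's variance-stabilised counts, at 81.2%, and there the groups overlapped on PC1. Without rhChem157S replicate 3 the share was 50.7%. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.983 to 0.990 between Control libraries and 0.960 to 0.985 between rhChem157S libraries. Between the groups they were 0.948 to 0.986. Hierarchical clustering of all 13311 tested genes into 2 clusters set rhChem157S replicate 3 apart from the other 5 libraries. From the separation of the groups by PCA, the paper concludes that rhChem157S changes the transcriptome of 12Z cells as a whole.

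**Figure D1:**
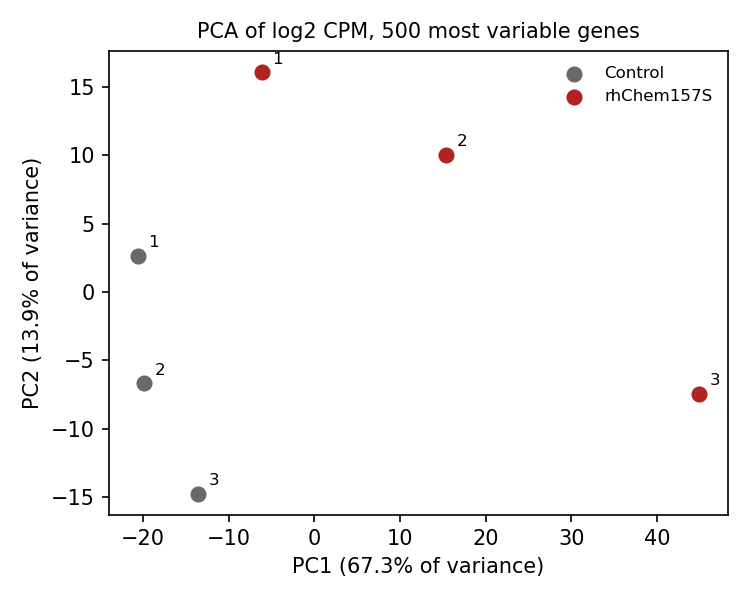
Scores of the 6 libraries on PC1 and PC2, in percent of the variance of log2 CPM, with the replicate number beside each point. The Control libraries lie between -20.7 and -13.6 on PC1 and the rhChem157S libraries between -6.15 and 45.0.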

Principal component analysis (PCA) based on gene expression showed that two groups were separated (Figure 3A), manifesting that rhChem157S alters the global transcriptome level of 12Z cells. By utilising DESeq2 methods, we found 388 significant differentially expressed genes (DEG) (*q* value < 0.05 and |log_2_FoldChange| > 1), with 315 up‐regulated and 73 down‐regulated, in rhChem157S‐treated 12Z cells compared with the controls (Figure 3A,B and Table S1). 

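With edgeR's quasi-likelihood test, 4 of 13311 genes had an adjusted p under 0.05 (Benjamini-Hochberg), and all 4 also passed the fold-change threshold. Of these, CLDN1 and PGF were lower and LYPD1 and CAVIN3 were higher in rhChem157S-treated cells. The smallest adjusted p was 0.0460. Without adjustment 3038 genes had p under 0.05, against 666 by chance. The groups did not overlap in 4331 genes, or 32.5% of those tested, where chance gives 10%. The alternative that moved the count most among those using all libraries was DESeq2, with 392 genes past both thresholds, 75 higher and 317 lower with rhChem157S. DESeq2 gave 1302 genes with an adjusted p under 0.05, 540 higher and 762 lower. With one library left out, a setting chosen after seeing the data, DESeq2 called from 136 to 882 genes past both thresholds. Of the 388 genes in the paper's Table S1, 386 were among those DESeq2 called here and 4 among those of edgeR. The edgeR filter kept 366 of the 388. All 366 had the sign that Table S1 gives and an edgeR p under 0.05 without adjustment, and 144 had an adjusted p under 0.10. Table S1 came from these same libraries, so this is not independent evidence. In 370 of the 388 the groups did not overlap, and 42 had a mean count under 20. Without rhChem157S replicate 1, edgeR called 417 genes, and without rhChem157S replicate 3 it called 85. Without any one of the other 4 libraries it called 0, with 1666 to 2190 genes at p under 0.05 without adjustment.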

Among the Top 50 DEGs, we noticed the decreased expression of *RARRES2* indicating a negative feedback regulatory mechanism was exhibited in 12Z cells stimulated by rhChem157S. 

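RARRES2, which encodes chemerin, lies on chromosome 7 from 150338317 to 150341674. Its FPKM was 32.0 ± 4.75 (SD, n = 3) in Control cells and 12.2 ± 2.06 (SD, n = 3) in rhChem157S-treated cells, from 271 to 1023 counts per library. The log2 fold change was -1.26 (standard error 0.18, adjusted p = 0.0692 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 treated libraries were below all 3 Control libraries. With DESeq2 the adjusted p was 2.43e-07, and over all alternatives it ranged from 2.43e-07 to 0.359. With each library left out in turn, the log2 fold change stayed between -1.36 and -1.12. Over the 10 genes that the paper selected from these libraries, 2 had an adjusted p under 0.05 over all genes tested and 10 adjusted over the list alone, which is not independent evidence because the study chose them on the same samples.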

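CLDN1, on chromosome 3 from 190305701 to 190322475, encodes the tight junction protein claudin-1. Its FPKM was 13.0 ± 1.26 (SD, n = 3) in Control cells and 4.75 ± 0.737 (SD, n = 3) in rhChem157S-treated cells, a log2 fold change of -1.33 (standard error 0.12, adjusted p = 0.0460, edgeR). VIM, which encodes vimentin, lies on chromosome 10 from 17228259 to 17237593 and shares 641 exon bases with a gene on the opposite strand. Its FPKM rose from 900 ± 83.5 (SD, n = 3) to 2352 ± 871 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.30, adjusted p = 0.0752, edgeR). Without rhChem157S replicate 3 the log2 fold change of VIM was 1.17. MMP9 lies on chromosome 20 from 46008908 to 46016561 and had only 21 to 269 counts per library. Its FPKM was 0.638 ± 0.341 (SD, n = 3) and 2.33 ± 0.844 (SD, n = 3), a log2 fold change of 2.00 (standard error 0.50, adjusted p = 0.106, edgeR). In all 3 genes the groups did not overlap. DESeq2 gave adjusted p of 1.00e-15 for CLDN1, 5.04e-06 for VIM and 0.00152 for MMP9.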

We also observed the decreased expression of *CLDN1* and increased expression of *VIM* and *MMP9* indicating that rhChem157S promotes the epithelial‐mesenchymal transition (EMT). 

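ATF3, PGF, WNT4 and IL32 were lower and CAV1 and IGFBP3 higher in every rhChem157S library than in every Control library. PGF, on chromosome 14 from 74941834 to 74955784, had a log2 fold change of -1.20 (standard error 0.11, adjusted p = 0.0460, edgeR). ATF3 on chromosome 1 fell by 1.07, IL32 on chromosome 16 by 1.06 and WNT4 on chromosome 1 by 1.26 on the log2 scale, with adjusted p from edgeR of 0.0752, 0.0752 and 0.0692. CAV1 and IGFBP3, both on chromosome 7, had log2 fold changes of 1.25 and 1.09, with adjusted p from edgeR of 0.0707 and 0.0692. The FPKM of IGFBP3 was 74.6 ± 14.3 (SD, n = 3) in Control cells and 145 ± 6.00 (SD, n = 3) with rhChem157S. CAV1 rose from 29.0 ± 4.12 (SD, n = 3) to 62.6 ± 14.0 (SD, n = 3). With DESeq2 the adjusted p of the 6 genes ranged from 1.00e-15 for PGF to 9.72e-05 for ATF3.

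**Figure D2:**
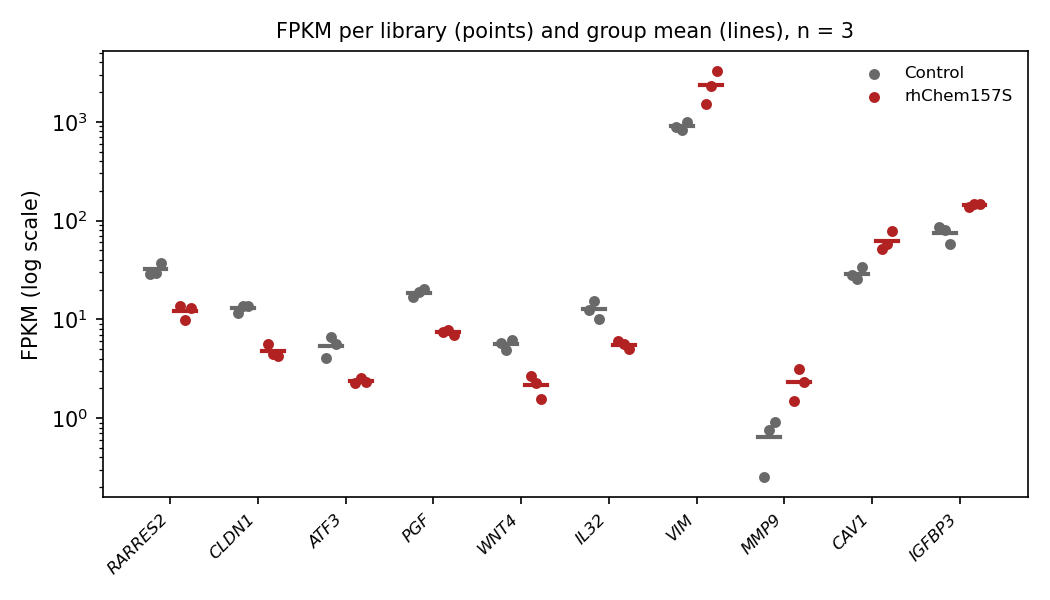
FPKM, on a log axis, of the 10 genes that the paper selected, for each of the 3 Control and 3 rhChem157S libraries (points) and the group means (lines). In each gene the points of the 2 groups do not overlap, and MMP9 has the lowest FPKM, with a Control mean of 0.638.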

More importantly, the DEGs contained *ATF3* (Activating transcription factor 3), *PGF* (Placental growth factor), *WNT4* (Wnt Family Member 4), *IL32* (Interleukin 32), *CAV1* (Caveolin‐1) and *IGFBP3* (Insulin‐Like Growth Factor Binding Protein 3), which has been reported to regulate the endometrial receptive functions (Figure 3C). These 10 genes were selected for qPCR validation, and results showed that the expression changes between the two groups were consistent with the transcriptomic analysis results (Figure 3D).

**FIGURE 3:**
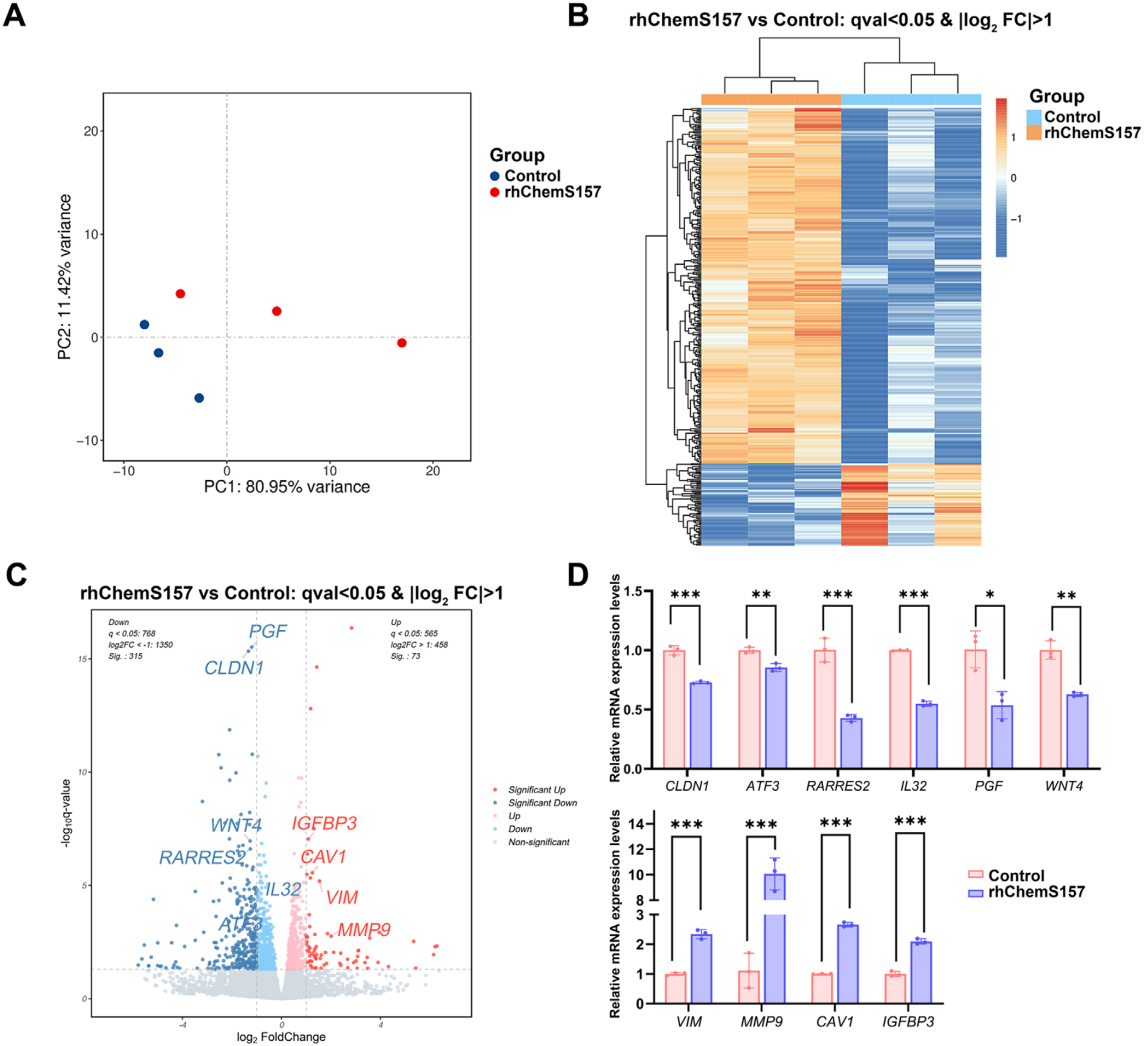
Chemerin alters the transcriptome of 12Z cells. (A) Principal component analysis (PCA) of RNA‐sequencing datasets from 12Z cells treated without (*n* = 3) or with rhChemS157 (*n* = 3). (B) Unsupervised hierarchical clustering of all differentially expressed genes (DEGs) between control and treatment groups. (C) Volcano plot showing the DEGs (red points: Up‐DEGs; blue points: Down‐DEGs). (D) Ten genes (*CLDN1*, *ATF3*, *RARRES2*, *IL32*, *PGF*, *WNT4*, *VIM*, *MMP9*, *CAV1* and *IGFBP3*) highlighted on the volcano plot were further validated by qPCR. All experiments were repeated for three times. *p < 0.05; **p < 0.01; ***p < 0.001.

### 2.4 Chemerin Affects Lipid Metabolism and Sialylation of 12Z Cells

To gain more biological insights from the transcriptomic data, we applied Gene Set Enrichment Analysis (GSEA) based on gene sets documented in the Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome and Wikipathways. The results of the three databases were considered comprehensively (Table S2), and we found that chemerin markedly affected the glucose, lipid and vitamin metabolism in 12Z cells. 

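The deposited tables annotate genes with KEGG pathways, and 296 pathways with 15 to 500 tested genes were tested as one family with camera. The Reactome and WikiPathways sets were not used here. Of the 296, 30 had a Benjamini-Hochberg adjusted p under 0.05, 19 of them higher and 11 lower with rhChem157S. Steroid hormone biosynthesis and arachidonic acid metabolism were among the lower ones. The alternative that moved the count most was camera with the correlation between genes estimated for each set, which called 0 of the 296, with 10 at p under 0.05 without adjustment. With fry 14 were called, of which 3 were also called by camera: steroid hormone biosynthesis, neuroactive ligand-receptor interaction, and complement and coagulation cascades. Without TMM factors the median log2 fold change of all genes shifts to -0.12, so that directions of sets with a smaller median hold only relative to this shift. The smallest adjusted p from camera was 2.75e-16 for the ribosome, with 120 genes higher and 6 lower and a median log2 fold change of 0.29.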

Take lipid metabolism as an example, rhChem157S treatment negatively correlates with the terms including “Cholesterol biosynthesis” (*p*: 0.009, FDR: 0.139), “Steroid hormone biosynthesis” (*p*: 0.101, FDR: 0.152) and “Arachidonic acid metabolism” (*p*: 0.003, FDR: 0.013) (Figure 4A). 

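The cholesterol biosynthesis enzymes, a list of 22 genes written before the data were examined, had a median log2 fold change of -0.31, with 21 genes lower and 1 higher (camera, adjusted p = 5.53e-04 over the 15 lists). No member passed the thresholds per gene with edgeR or DESeq2, and fry gave an adjusted p of 0.242. The list's median was -0.13 without Control replicate 1, -0.52 without rhChem157S replicate 1 and -0.17 without rhChem157S replicate 3. Relative to the Control mean it was 0.23, 0.04 and -0.23 in the Control libraries and 0.02, -0.36 and -0.68 in the rhChem157S libraries, so the groups overlapped. KEGG steroid biosynthesis (hsa00100) had a median of -0.24 over 20 genes (camera, adjusted p = 0.0870), which was -0.14 without Control replicate 1 and -0.42 without rhChem157S replicate 1. Its adjusted p was 0.0133 without Control replicate 3 and 0.0170 without rhChem157S replicate 1. KEGG steroid hormone biosynthesis (hsa00140) had a median of -0.65 over 22 tested genes, 20 of them lower (camera, adjusted p = 3.04e-04; fry, 0.0190). The list of steroid hormone enzymes had a median of -0.63 over 20 genes (camera, adjusted p = 8.39e-05). KEGG arachidonic acid metabolism (hsa00590) had a median of -0.36, with 21 of 30 genes lower (camera, adjusted p = 0.0206; fry, 0.110). Without rhChem157S replicate 3 its adjusted p was 0.0585, and without rhChem157S replicate 1 its median was -0.59. The list of arachidonic acid metabolism enzymes had a median of -0.22 over 15 genes (camera, adjusted p = 0.0478). This median was -0.35 without Control replicate 3 and -0.13, -0.34 and -0.40 without rhChem157S replicates 1, 2 and 3. The adjusted p rose to 0.0507 without Control replicate 1, 0.0595 without rhChem157S replicate 1 and 0.0687 without rhChem157S replicate 2. Of the leading-edge genes that Table S2 lists, 0 of 23 had a mean count under 20 for the paper's cholesterol biosynthesis set, 8 of 21 for hsa00590 and 15 of 23 for hsa00140.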

Meanwhile, chemerin regulated the protein and lipid glycosylation in 12Z cells as GSEA results showed that rhChemS157 promoted the “Mucin type O‐glycan biosynthesis” (*p*: 0.046, FDR: 0.142), while inhibiting the “Sialic acid metabolism” (*p*: 0.022, FDR: 0.285) and “Termination of O‐glycan biosynthesis” (*p*: 0.026, FDR: 0.202) (Table S2) (Figure 4B). 

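KEGG mucin type O-glycan biosynthesis (hsa00512) had 11 genes higher and 12 lower among 23 tested, with a median log2 fold change of 0.00, or -0.13 with library size only and from -0.06 to 0.07 with one library left out (camera, adjusted p = 0.534). The list of polypeptide GalNAc transferases, which start these glycans, had a median of 0.07 over 15 genes (camera, adjusted p = 0.147), which was -0.07 with library size only and ran from -0.05 to 0.25 with one library left out, with an adjusted p of 0.0461 without Control replicate 3. The groups overlapped in the list's median. The sialyltransferases had a median of -0.33, with 11 of 14 tested genes lower (camera, adjusted p = 0.0537 over the 15 lists). With one library left out, this adjusted p ran from 0.0276 to 0.201, the last without rhChem157S replicate 3, where the median was -0.18. ST6GAL1 had a log2 fold change of -0.66 (standard error 0.23, adjusted p = 0.163, edgeR), and every treated library was below every Control library. ST3GAL3 had -0.22 (standard error 0.20, adjusted p = 0.517, edgeR), with overlapping groups. Of the leading-edge genes that Table S2 lists for termination of O-glycan biosynthesis, 7 of 14 had a mean count under 20, against 5 of 18 for sialic acid metabolism and 4 of 9 for hsa00512.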

Glycans, especially the sialic acids terminated glycans, play essential roles in endometrium‐embryo interactions. Therefore, we further validated that rhChemS157 inhibited the α2,3‐sialylation and α2,6‐sialylation levels in 12Z cells by using *Maackia Amurensis* Lectin II (MAL‐II) and *Sambucus Nigra* (SNA), respectively (Figure 4C).

**FIGURE 4:**
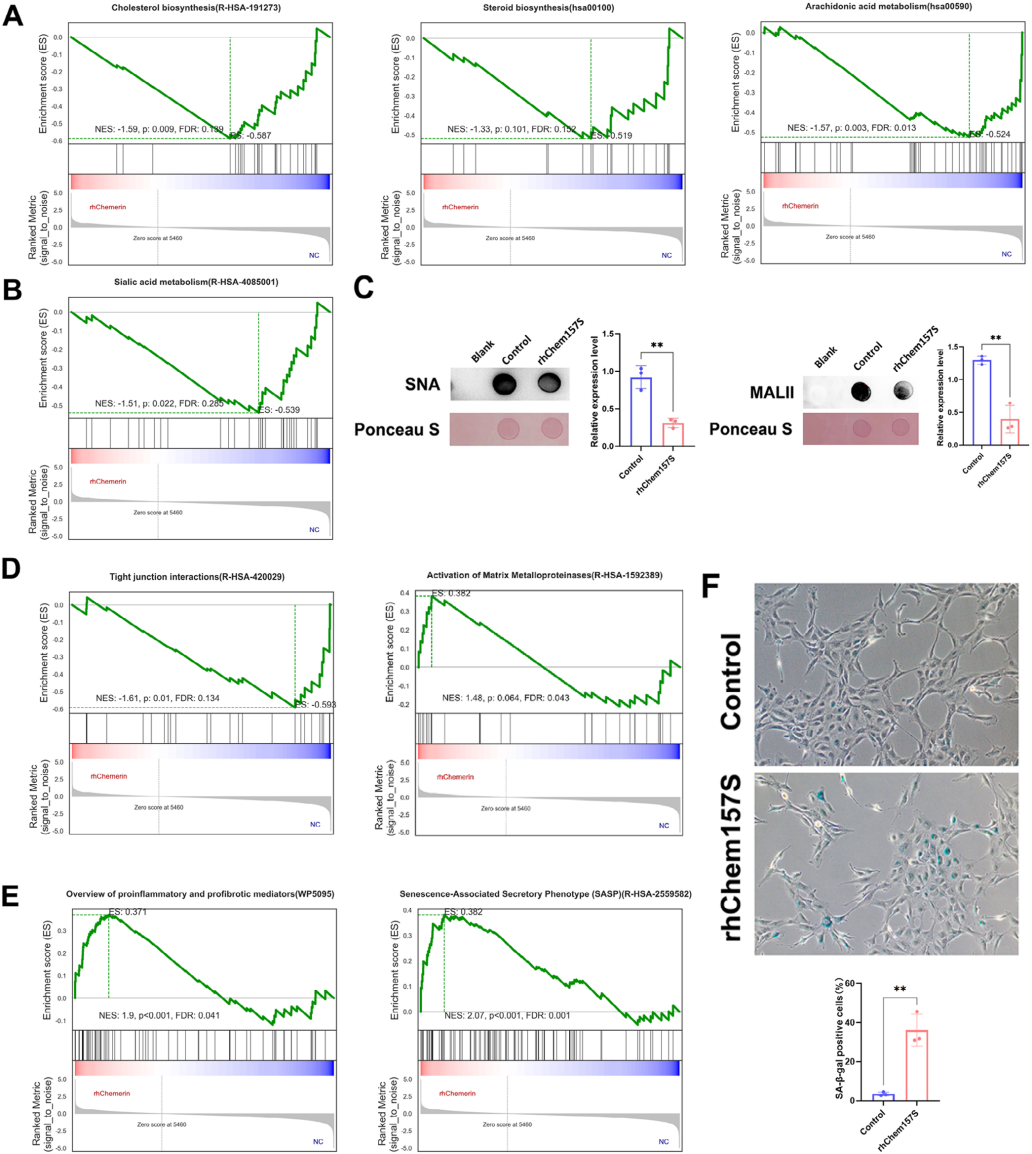
Chemerin influences the biological functions of 12Z cells. (A) GSEA plots showing the enrichment of gene sets of “Cholesterol biosynthesis”, “Steroid hormone biosynthesis” and “Arachidonic acid metabolism”. (B) GSEA plot showing the enrichment of gene sets of “Sialic acid metabolism”. (C) Dot blots of SNA and MAL II in 12Z cells treated with rhChem157S (10 ng/mL) for 48 h. Unprocessed 12Z cells were used as a control group. (D) GSEA plots show the enrichment of gene sets of “Tight junction interactions” and “Activation of Matrix Metalloproteinases”. (E) GSEA plots showing the enrichment of gene sets of “Overview of proinflammatory and profibrotic mediators”, and “Senescence‐Associated Secretory Phenotype”. (F) Senescence‐associated β‐galactosidase (SA‐β‐gal) staining of 12Z cells following a 96‐h incubation with rhChem157S (10 ng/mL). Unprocessed 12Z cells were used as a control group. The experiments were performed in triplicate, and representative results are presented in (C) and (F). Data are shown as mean ± SD. **p < 0.01.

### 2.5 Chemerin Induces the EMT‐Like Process and Cellular Senescence of 12Z Cells

From the cellular biology level, chemerin seems to transform the epithelial characteristics of 12Z cells into a mesenchymal‐like phenotype, as the GSEA results evidenced that rhChem157S treatment is negatively related to “Tight junction interactions” (*p*: 0.01, FDR: 0.134), whereas positively related to “Activation of Matrix Metalloproteinases” (*p*: 0.064, FDR: 0.043) (Figure 4D). Furthermore, GSEA results found rhChem157S stimuli are positively related to “Overview of proinflammatory and profibrotic mediators” (*p* < 0.001, FDR: 0.041), “Senescence‐Associated Secretory Phenotype” (*p* < 0.001, FDR: 0.001), “DNA Damage/Telomere Stress Induced Senescence” (*p* < 0.001, FDR: 0.004), “Oxidative Stress Induced Senescence” (*p* < 0.001, FDR: 0.052) and “Cellular Senescence” (*p* < 0.001, FDR: 0.054) (Table S2) (Figure 4E). 

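The tight junction proteins, a list of 20 tested genes, had a median log2 fold change of -0.69, with 15 lower and 5 higher (camera, adjusted p = 5.53e-04; fry, 0.0290). CLDN1 was the member called by edgeR. KEGG tight junction (hsa04530) had 74 genes higher and 58 lower (camera, adjusted p = 0.635). Epithelial markers had a median of -0.57 over 13 genes (camera, adjusted p = 0.00617), or -0.32 without Control replicate 3. Mesenchymal markers had 0.17 over 18 genes (camera, adjusted p = 0.104, or 0.0283 without rhChem157S replicate 3; fry, 0.0101). Among the epithelial markers, those with the most counts, KRT8, KRT18, KRT19 and TJP1, were higher and the others lower, as seen afterwards. CLDN1, CLDN4, CLDN7, OCLN and TJP1 are also on the list of tight junction proteins, so these lists are not separate evidence. The matrix metalloproteinases had 5 genes higher and 7 lower with a median of -0.42 (camera, adjusted p = 0.498). MMP9 was among the 5 that were higher. The others were MMP1, MMP2, MMP14 and MMP16, named after their values were seen, with log2 fold changes of 6.28, 0.14, 0.72 and 0.60. The adjusted p of MMP1 was 0.121 with edgeR and 0.00478 with DESeq2. The 7 lower members ranged from -0.36 to -1.72. A median does not reflect the size of the rise of MMP1. The list's median was lower in every rhChem157S library than in every Control library. It lay low among random sets of genes of the same abundance (permutation test with 10000 random sets, two-sided p = 0.0036). Of the leading-edge genes in Table S2, 1 of 9 had a mean count under 20 for the paper's set of tight junction interactions and 3 of 9 for activation of matrix metalloproteinases.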

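The secreted SASP factors, a list of 22 tested genes, had a median log2 fold change of 0.81, with 19 higher and 3 lower (camera, adjusted p = 0.0233; fry, 0.523). One library decides this value. Without rhChem157S replicate 3 the median was 0.02 and the adjusted p from camera 0.966, and without Control replicate 1 the adjusted p was 0.132. Relative to the Control mean, the list's median was -0.39, -0.07 and 0.45 in the Control libraries and -0.60, 0.52 and 1.47 in the rhChem157S libraries, so the groups overlapped. The 5 senescence arrest genes had a median of -0.33 (camera, adjusted p = 0.0221; fry, 0.0897). This value too depends on single libraries, with a median of -0.17 and an adjusted p from camera of 0.130 without rhChem157S replicate 3, and -0.66 without rhChem157S replicate 1. Relative to the Control mean, the list's median was 0.17, -0.02 and -0.20 in the Control libraries and 0.05, -0.40 and -1.04 in the rhChem157S libraries, so these groups overlapped as well. KEGG cellular senescence (hsa04218) had an adjusted p of 0.635 from camera. The leading edge of the paper's SASP set holds 23 genes in Table S2, of which 15 are histone genes, and each of these 15 had a mean count under 20, with at most 29 counts in any library. The replication-dependent histones had a median of 0.06 over 14 tested genes (camera, adjusted p = 0.632), or -0.05 with library size only, and ran from -0.07 to 0.33 with one library left out. Random sets of genes of the same abundance had a median of -0.39, and the histones lay high among them (permutation test with 10000 random sets, two-sided p = 0.042). The groups overlapped in the median of the histones. In the leading edge of the proinflammatory and profibrotic set, 14 of 27 genes had a mean count under 20.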

Senescence‐associated beta‐galactosidase (SA‐β‐gal) staining assay of 12Z cells further confirmed that rhChem157S promoted the cell aging (Figure 4F), indicating that over‐produced chemerin underpins the inflammaging of uterine endometrium during obesity.

### 2.6 Chemerin Restrains the STAT3 Signalling Pathway in 12Z Cells

Through enrichment of the gene sets affiliated to WikiPathways (Table S2), GSEA results showed that rhChem157S stimulation is negatively correlated to “p53 transcriptional gene network” (*p*: 0.002, FDR: 0.404), “FOXA2 pathway” (*p*: 0.004, FDR: 0.306) and “Regulatory circuits of the STAT3 signaling pathway” (*p*: 0.0018, FDR: 1.0) (Figure 5A), which are critical signalling pathways for endometrial receptivity establishment. 

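FOXA2 had 0 or 1 count in every library and was not detectable at this depth. The STAT3 pathway genes had a median of 0.01 over 24 genes, 13 higher and 11 lower (camera, adjusted p = 0.298), and -0.13 with library size only. With one library left out the median reached 0.13, without rhChem157S replicate 2. The groups overlapped in the list's median. STAT3 had a log2 fold change of -0.17 (standard error 0.13, adjusted p = 0.448, edgeR) and LIF 0.01 (standard error 0.29, adjusted p = 0.985, edgeR), with overlapping groups in both. KEGG JAK-STAT signaling (hsa04630) had 65 of 101 genes lower (camera, adjusted p = 0.225). Not every list that bears on this part is reported here, so these results do not weigh the paper's statement as a whole.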

Although the FDR value is relatively high, we chose to validate the STAT3 signalling pathway because both p53 and FOXA2 were found to be involved in influencing the STAT3 signalling pathway in endometrium [26, 27]. To validate the impact of rhChem157S on STAT3 signalling in 12Z cells, we performed Western blot analysis. Initially, 12Z cells were treated with varying concentrations of rhChem157S for 48 h. Under basal conditions, rhChem157S inhibited the phosphorylation level of STAT3 (p‐STAT3) at Tyr^705^ in a dose‐dependent manner, as shown in Figure 5B. In our subsequent experiments, we employed leukaemia inhibitory factor (LIF), a key inducer of the STAT3 signalling pathway, plays pivotal roles in endometrial receptivity. Notably, pretreatment with rhChem157S weakened rhLIF‐induced p‐STAT3 (Tyr^705^) level in 12Z cells (Figure 5C). These results suggest that chemerin is detrimental for endometrial receptive establishment.

**FIGURE 5:**
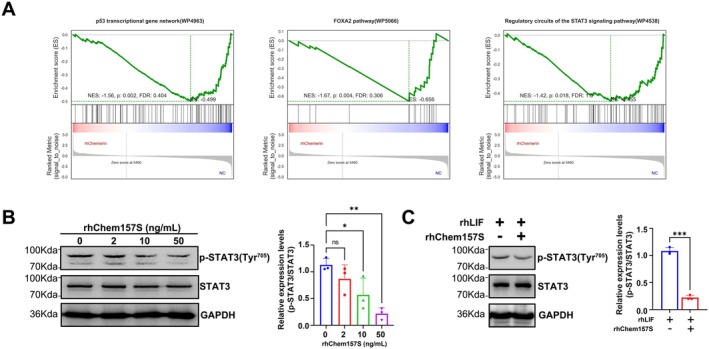
Chemerin restrains the STAT3 signalling pathway in 12Z cells. (A) GSEA plots showing the enrichment of gene sets of “p53 transcriptional gene network”, “FOXA2 pathway”, and “Regulatory circuits of the STAT3 signaling pathway”. (B) Immunoblots of Phospho‐STAT3 (Tyr705), STAT3 and GAPDH in 12Z cells treated with rhChem157S (0, 2, 10 and 50 ng/mL) for 48 h. (C) Immunoblots of Phospho‐STAT3 (Tyr705), STAT3 and GAPDH in 12Z cells pre‐treated without or with rhChem157S (10 ng/mL) for 48 h followed by stimulating with rhLIF (10 ng/mL) for 30 min. GAPDH was used as an internal control. The experiments were performed in triplicate, and representative immunoblotting results are presented. The densitometry of blots was shown in the bar plots. Data are shown as mean ± SD. ns, not significant. *p < 0.05; **p < 0.01; ***p < 0.001.

## 3 Discussion

In this study, we analysed the transcriptome profiling of 12Z cells treated with chemerin. The results showed that chemerin significantly affected the expression of several genes closely related to endometrial receptive functions. In addition, GSEA enrichment analysis revealed that chemerin causes a metabolic disturbance, EMT‐like process and cellular senescence, and negatively affects several pathways involved in receptivity establishment.

Among the down‐regulated DEGs, several genes (*ATF3*, *PGF*, *WNT4* and *IL32*) (Figure 3C,D) are closely related to epithelium‐embryo attachment and decidualization. ATF3 is a transcription factor, which has been found to express in human endometrial epithelial and stromal cells. ATF3 promoted the STAT3 signalling pathway through transcriptional regulation of LIF expression and further promoted the receptivity of Ishikawa cells to BeWo‐spheroids in vitro [28]. Importantly, ATF3 is aberrantly low expression in endometria of recurrent implantation failure (RIF) patients. Dysregulation of ATF3 impaired the decidualization and proliferation of stromal cells [29]. PGF is expressed in human endometrial epithelial, decidualising stromal cells and immune cells, and it can be identified in human uterine lavage fluid. rhPGF promotes the development and outgrowth of mouse embryos and enhances the adhesion of human EECs to fibronectin in vitro, indicating an important role of PGF during implantation [30]. WNT4 was localised in the human endometrial epithelium and stromal cells, and its expression in the endometrium of RIF patients is abnormally decreased [31]. Mouse models reveal that WNT4 is required for postnatal uterine development, epithelial differentiation, decidualization and embryo implantation [32]. IL32 regulates the integrin signalling pathway, and rhIL32 promotes the receptivity of AN3CA cells to Jeg‐3 spheroids in vitro [33]. These previous findings imply that ATF3, PGF, WNT4 and IL32 are vital for embryo implantation, whereas chemerin may disrupt uterine receptivity by inhibiting the expression of these genes.

Uterine aging seriously affects the hormone response capacity and receptive function of the endometrium. Oxidative stress, chronic inflammation, fibrosis, DNA damage response, and cellular senescence are considered the core factors that cause uterine aging [34]. GSEA enrichment analysis found that chemerin treatment was positively correlated with “Overview of proinflammatory and profibrotic mediators”, and “Senescence‐Associated Secretory Phenotype” (Figure 4E). SA‐β‐gal staining assay was carried out to ascertain that chemerin promotes the cellular senescence of 12Z cells (Figure 4F). Furthermore, chemerin significantly up‐regulated two genes (*CAV1* and *IGFBP3*) that are reported to participate in senescence in the uterus (Figure 3C,D). Caveolin‐1 is required for the formation of caveolae (invaginations of the plasma membrane) in most cell types and regulates the cellular senescence [35]. Ectopically expression of Caveolin‐1 attenuates the expression of IGFBP1 (decidual cell marker) in decidualizing hESCs, implying that low levels of CAV‐1 should be conducive to decidualization [36]. IGFBP3 is highly released by premature senescent human endometrium‐derived mesenchymal stem cells (hEMSCs) and thus induces senescence of adjacent cells via an autocrine/paracrine pathway [37]. Collectivity, chemerin induces a cellular senescence phenotype of endometrial cells, which may trigger a cascade of dysfunctions.

EMT and its reverse mesenchymal‐to‐epithelial transition (MET) play crucial roles in development, remodels and decidualization of endometrium [38]. During the period of embryo attachment, embryonic factors trigger an EMT‐like process of EECs to allow the subsequent embryo penetration and invasion [39]. In this article, we found that chemerin significantly inhibited the expression of *CLDN1* and up‐regulated the expression of *VIM* and *MMP9*, and the GSEA enrichment assay further showed that chemerin treatment caused EMT‐like process in 12Z cells (Figures 3D and 4D). These results raised three questions: (1) Under normal physiological conditions, whether the embryo expresses and releases chemerin to regulate the EMT of EECs; (2) In obese women of childbearing age, whether overproduced chemerin intervened in the EMT of EECs before the embryo attachment; (3) Overexpression of chemerin was found in some uterine‐related diseases such as endometriosis [40], and whether chemerin affects the lesion tissue invasion through EMT. It is necessary to analyse the function and significance of chemerin in regulating the EMT of EECs based on specific situations in the future.

Proper lipid (fatty acids, cholesterol, etc.) metabolism is required for the maintenance of female reproductive system function, embryonic development and pregnancy [41]. Prostaglandins (PG), the metabolites of arachidonic acid (AA), are well‐known players for successful implantation. Studies showed that deficiency of enzymes involved in PG biosynthesis is related to compromised endometrial receptivity in humans and mice [42]. In this study, GSEA analysis results pointed out that chemerin suppressed the AA metabolism in 12Z cells (Figure 4A). Furthermore, our results also pointed out that chemerin suppressed the cholesterol and steroid hormone biosynthesis in 12Z cells (Figure 4A), which is in line with the previous findings found in granulosa (humans, rats, mice, pigs and bovine) and porcine endometrial cells [25]. Cholesterol is not only a precursor of sex hormones but is also involved in regulating numerous cellular functions [42]. In sum, we found that chemerin induced abnormal lipid metabolism in EECs, which may lead to implantation failure.

Protein glycosylation is a common post‐translational modification involved in intercellular and cell‐extracellular matrix interactions. Glycans at the maternal‐fetal interface, especially the terminal sialic acids (sialylation), play a critical role in the process of embryo implantation [43]. ST3GAL3 (β‐galactoside α2,3‐sialyltransferase 3) is found to be highly expressed in human and mouse endometrial epithelium, and ST3GAL3‐generated α2,3‐sialylation promotes the receptivity in vitro and in vivo [44]. ST6GAL1 (β‐galactoside α2,6‐sialyltransferase 1)‐mediated α2,6‐sialylation has also been evidenced to regulate the uterine lumen closure during implantation in pigs [45]. In this study, GSEA enrichment analysis found that chemerin treatment was negatively correlated with “sialic acid metabolism”, and to the best of our knowledge, we have found for the first time that chemerin simulation inhibited the α2,3‐ and α2,6‐sialylation in 12Z cells (Figure 4B,C). Based on these results, it may be postulated that chemerin negatively affects the epithelium‐embryo attachment by inhibiting the sialylation of EECs.

The GSEA enrichment analysis showed that chemerin inhibits the p53, FOXA2 and STAT3 signalling pathways (Figure 5A), which are documented to play critical roles in endometrial functions in reproduction. Mice with uterine‐specific p53 knockout endow premature uterine senescence and promote preterm birth [46]. Mice with uterine‐specific FOXA2‐deleted are completely infertile [26]. Mice with uterine‐specific STAT3 deficiency exhibited implantation failure phenotype [47]. Given that p53 and FOXA2 also affect the STAT3 pathway through the regulation of LIF [26, 27], therefore, we evaluated the status of STAT3 signalling transduction after chemerin treatment. Immunoblots results showed that rhChem157S suppressed the p‐STAT3 levels at a basal level (Figure 5B), and desensitised the activation of p‐STAT3 in response to rhLIF (Figure 5C). These data further suggest that chemerin is a negative regulator of endometrial receptivity.

Adipokine chemerin, acting as a pivotal regulator of metabolism and inflammation, is involved in influencing reproductive functions, but its specific impact on endometrial function remains unclear [25]. Previous studies have utilised transcriptomic and proteomic methods to study the effects of chemerin on the porcine uterine endometrium during the implantation period. Chemerin was found to influence cell migration, adhesion, immune responses and angiogenesis [48, 49]. The same research group has reported that chemerin affects the expression of angiogenesis‐related factors and enzymes related to hormone synthesis in porcine endometrial cells [50, 51]. In this study, we for the first time applied a human endometrial epithelial cell line as an in vitro model. Additionally, unlike the concentration of chemerin used (400 ng/mL) in previous studies, we chose 10 ng/mL of chemerin to treat the 12Z cells, which is in line with the range of chemerin concentrations found in the plasma of obese patients [23]. It is worth noting that the use of human endometriotic cell line remains suboptimal, we plan to establish endometrial epithelial organoids (EEOs) from human or mouse (wild type or chemerin receptors knockout strains) to further explore the effects of chemerin on endometrial functions. More importantly, the impact of other adipokines on endometrial function warrants further investigation by utilising similar strategy. This could reveal new insights into obesity‐related factors in reproductive health, potentially uncovering new avenues for intervention.

In summary, this study elucidates the effects of adipokine chemerin on endometrial epithelial cells by transcriptomic analysis. Obesity‐derived chemerin may be one of the important causes of endometrial dysfunction. These findings will help expand our understanding of the relationship between obesity and reproduction, and provide potential strategies for intervention treatment.

## 4 Materials and Methods

### 4.1 Cell Culture

12Z cells were obtained from the American Type Culture Collection. 12Z cells were maintained in DMEM/F‐12 (Gibco). All cell conditional medium was supplemented with 10% (v/v) FBS and 1% penicillin–streptomycin. 12Z cells were characterised as mycoplasma negative using the MycoBlue Mycoplasma Detector (Vazyme, Catalogue #: D101‐02) according to the manufacturer's instructions. Cells were cultured in a humidified atmosphere containing 5% CO2 at 37°C. The medium was renewed every 2–3 days.

### 4.2 Real‐Time Quantitative PCR Analysis

Cells were treated with RNAiso Plus reagent (Takara, Catalogue #:9109) for RNA extraction, and the PrimeScriptTM RT Master Mix (Takara, Catalogue #: RR036A) was used to synthesise cDNA. TB Green Premix Ex Taq (Tli RNaseH Plus) (Takara, Catalogue #: RR420L) was used for qPCR. The primers were as follows: *CLDN1*: 5′‐CTT GGC ATG GTG GGG ACT C‐3′ (Forward), 5′‐CTG GCT TGT CGG ATG CAA TTC‐3′ (Reverse); *ATF3*: 5′‐TGC TCA GAG AAG TCG GAA GAA‐3′ (Forward), 5′‐TGG CAC AAA GTT CAT AGG GCA‐3′ (Reverse); *PGF*: 5′‐GAA CGG CTC GTC AGA GGT G‐3′ (Forward), 5′‐ACA GTG CAG ATT CTC ATC GCC‐3′ (Reverse); *WNT4*: 5′‐AGG AGG AGA CGT GCG AGA AA‐3′ (Forward), 5’‐CGA GTC CAT GAC TTC CAG GT‐3′ (Reverse); *IL32*: 5′‐TGG CGG CTT ATT ATG AGG AGC‐3′ (Forward), 5′‐CTC GGC ACC GTA ATC CAT CTC‐3′ (Reverse); *CAV1*: 5’‐GCG ACC CTA AAC ACC TCA AC‐3′ (Forward), 5′‐ATG CCG TCA AAA CTG TGT GTC‐3′ (Reverse); *IGFBP3*: 5′‐AGA GCA CAG ATA CCC AGA ACT‐3′ (Forward), 5′‐GGT GAT TCA GTG TGT CTT CCA TT‐3′ (Reverse); *ACTB*: 5′‐GTT GAG AAC CGT GTA CCA TGT‐3′ (Forward), 5′‐TTC CCA CAA TTT GGC AAG AGC‐3′ (Reverse); *RARRES2*: 5′‐TGG AAG AAA CCC GAG TGC AAA‐3′ (Forward), 5′‐AGA ACT TGG GTC TCT ATG GGG‐3′ (Reverse); *VIM*: 5′‐GCC CTA GAC GAA CTG GGT C‐3′ (Forward), 5′‐GGC TGC AAC TGC CTA ATG AG‐3′ (Reverse); *MMP9*: 5′‐TGT ACC GCT ATG GTT ACA CTC G‐3′ (Forward), 5′‐GGC AGG GAC AGT TGC TTC T‐3′ (Reverse); The reactions were performed using the LightCycler 96 Real‐time PCR System (Roche, Switzerland). Quantified data were normalised to those of *ACTB*, and the relative quantity was calculated using the 2^−ΔΔCT^ method.

### 4.3 Protein Isolation, Immunoblot and Dot Blot Analysis

12Z cells were cultured in 6‐well plates and were either untreated or treated with rhChem157S (R&D System, Catalogue #: 2324‐CM) at different concentrations (2, 10, 50 ng/mL), or with Human Recombinant Leukaemia inhibitory factor (rhLIF) (10 ng/mL) (Peprotech, Catalogue #:300–05). Proteins were extracted by M‐PER Mammalian Protein Extraction Reagent (Thermo Fisher, Catalogue #: 78501), and the concentrations were quantified by Pierce BCA (Thermo Fisher, Catalogue #: 23227). For immunoblot, equal proteins were loaded onto 12% SDS‐PAGE gels and then transferred onto a nitrocellulose (NC) membrane. For dot blot, equal proteins were directly loaded onto an NC membrane. After blocking with 5% non‐fat dry milk at RT for 2 h, the membranes were incubated at 4°C overnight with the primary antibody: anti‐Progesterone receptor (Santa Cruz Biotechnology, Dallas, Texas, USA, Catalogue #: sc‐810, 1/500), anti‐Oestrogen Receptor alpha (Santa Cruz Biotechnology, Catalogue #: sc‐8005, 1/500), anti‐Oestrogen Receptor beta (Invitrogen, Catalogue #: PA1‐311, 1/1000), anti‐ChemR23 (Santa Cruz Biotechnology, Catalogue #: sc‐374,570, 1/500), anti‐GPR1 (Novus Biologicals, Catalogue #: 41082, 1/1000), anti‐MUC1 (Santa Cruz Biotechnology, Catalogue #: sc‐7313, 1/500), anti‐PAX2 (Proteintech, Wuhan, Chain, Catalogue #: 29307‐1‐AP, 1/1000), anti‐E‐cadherin (Proteintech, Catalogue#: 60335‐1‐Ig, 1/1000), anti‐STAT3 (Cell Signalling Technology, Catalogue #: 12640, 1/1000), anti‐Phospho‐STAT3 (Tyr^705^) (Cell Signalling Technology, Catalogue #: 9145, 1/1000), anti‐GAPDH (Proteintech, Catalogue #: 10494–1, 1/2000), Biotinylated Sambucus Nigra (Vector Laboratories, Catalogue #: B‐1305‐2, 1/2000), Biotinylated Maackia Amurensis Lectin II (Vector Laboratories, Catalogue #: B‐1265‐1, 1/2000). Next, the membranes were washed 3 times with TBS‐T followed by incubating with HRP‐conjugated goat anti‐rabbit IgG, HRP‐conjugated goat anti‐mouse IgG, or HRP‐conjugated Streptavidin for 1 h. After washing 3 times with TBS‐T, an enhanced chemiluminescence (ECL) detection system (Bio‐Rad, Hercules, CA, USA) was used to visualise immunoreactive bands. All experiments were repeated three times to ascertain the reliability of the data.

### 4.4 Senescence‐Associated beta‐Galactosidase (SA‐β‐Gal) Staining Assay

Intracellular SA‐β‐gal activity was visualised using the Senescence β‐Galactosidase Staining Kit (Beyotime, Catalogue #: C0602) following the provided protocol. Briefly, cells were washed with PBS after the aspiration of the culture medium, fixed with β‐galactosidase staining fixative at RT for 15 min, and then washed again three times with PBS. Subsequently, the staining working solution was added, and the cells were incubated overnight at 37°C. Stained cells were recorded under an optical microscope. SA‐β‐gal stainigng assay were performed three independent biological replicates. For statistical analysis, we randomly selecting 3–5 fields per group in each experiment to count the positive cells.

### 4.5 RNA Isolation and Library Preparation

12Z cells were cultured in 6‐well plates, and treated with 10 ng/mL rhChem157S (R&D System, Catalogue #: 2324‐CM) for 48 h. Total RNA was extracted using the TRIzol reagent (Invitrogen, CA, USA, Catalogue #: 15596026CN) according to the manufacturer's protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then the libraries were constructed using VAHTS Universal V6 RNA‐seq Library Prep Kit according to the manufacturer's instructions. The transcriptome sequencing and analysis were conducted by OE Biotech Co. Ltd. (Shanghai, China).

### 4.6 RNA Sequencing and Differentially Expressed Genes Analysis

The libraries were sequenced on an Illumina Novaseq 6000 platform and 150 bp paired‐end reads were generated. About 55.96 M raw reads for each sample were generated. Raw reads of fastq format were firstly processed using fastp [52] and the low‐quality reads were removed to obtain the clean reads. Then about 47.13 M clean reads for each sample were retained for subsequent analyses. The clean reads were mapped to the reference genome (NCBI_GRCh38.p13) using HISAT2 [53]. FPKM [54] of each gene was calculated and the read counts of each gene were obtained by HTSeq‐count [55]. PCA analysis was performed using R (v 3.2.0) to evaluate the biological duplication of samples.

Differential expression analysis was performed using the DESeq2 [56]. *q* value < 0.05 and foldchange > 2 was set as the threshold for significantly differential expression genes (DEGs). Hierarchical cluster analysis of DEGs was performed using R (v 3.2.0) to demonstrate the expression pattern of genes in different groups and samples. The heat map and volcano map were drawn to show the expression of up‐regulated or down‐regulated DEGs using R (v 3.2.0).

Gene Set Enrichment Analysis (GSEA) was performed using GSEA software [57, 58]. The analysis used predefined gene sets affiliated with KEGG, Reactome and WikiPathways, and the genes were ranked according to the degree of differential expression in the two types of samples. Then it is tested whether the predefined gene set was enriched at the top or bottom of the ranking list.

### 4.7 Bioinformatics Approach

The GSE4888 and GSE6364 datasets were downloaded from the GEO DataSets database (www.ncbi.nlm.nih.gov/gds). GSE4888 and GSE6364 contained the microarray data of endometrial biopsies from women with normal endometrial pathology and benign gynaecological diseases from an Affymetrix GPL570 platform. In this article, we excluded six endometrial samples with ambiguous histology in GSE4888 and selected 16 normal endometrial samples in GSE6364. The “Affy” package in R software (version 4.2.0; https://www.r‐project.org/) was used to correct the background and normalise the raw data, and the expression values were then obtained.

### 4.8 Statistical Analysis

Each experiment (qPCR, Western blot, Dot blot and SA‐β‐gal staining assay) was conducted with three biological replicates. For the Western blot assay, we conducted three biological replicates and calculated the grayscale values and band intensities for both groups using ImageJ software. Data are presented as mean ± SD. All statistical analyses were performed using GraphPad Prism 9.0 (La Jolla, CA, USA). Data normality and homogeneity of variances were assessed using the Shapiro–Wilk test and Bartlett's test, respectively. Statistical analysis between two groups was performed using two‐tailed unpaired Student's *t*‐test, and analysis between multiple groups was conducted by one‐way analysis of variance (ANOVA). *p < 0.05; **p < 0.01; ***p < 0.001.

## Author Contributions

**Ming Yu:** Conceptualization, Methodology, Software, Validation, Investigation, Resources, Data Curation, Writing – Original Draft Preparation, Writing – Review and Editing, Visualization, Supervision, Project Administration and Funding Acquisition. **Yichun Wang:** Methodology. **Jinxuan Cai:** Software. **Xinyue Dong:** Validation. **Wang Hao:** Formal Analysis. **Zichen Sun:** Formal Analysis. **Tianxia Xiao:** Investigation. **Jie Chen:** Resources. **Mengxia Li:** Data Curation. **Chunhua Shan:** Writing – Review and Editing. **Yang Dong:** Writing – Review and Editing. **Jian V. Zhang:** Supervision, Project Administration and Funding Acquisition.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Table S1.

Table S2.

## Data Availability

The original contributions presented in the study are included in the article/Supporting Information. The datasets supporting the conclusions of this article are available in GEO: GSE254152 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254152).

How the deposited data were processed for this re-analysis (not part of the article)

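RNA from 12Z cells left untreated (Control, n = 3) or treated with 10 ng/mL rhChem157S for 48 h (n = 3) was sequenced. The authors removed low-quality reads with fastp, aligned the rest with HISAT2 and counted reads per gene with HTSeq-count. One deposited table holds these counts without normalization and the other the FPKM of the same 16279 genes. The strand setting and the annotation release were not found in the paper's text. The FPKM were checked against the counts and equalled the count divided by a fixed gene length and by the total in the 79491 values compared. Totals ran from 35430881 to 38341643 counts per library, so that 1 count in the smallest library is 0.0282 CPM.

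Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filter on low counts with the group, and the quasi-likelihood test with Benjamini-Hochberg adjustment over 13311 genes. A gene past both thresholds has an adjusted p under 0.05 and an absolute log2 fold change above 1. Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), other scaling factors, other filters, a glmTreat test against a fold of 1.5, removal of trends on gene length and GC content, the replicate number as a block, and leaving out each library. The 3 settings of edgeR (legacy=FALSE, robust=TRUE and the likelihood-ratio test) and DESeq2 with each library left out were added after the data were seen. GC content came from GENCODE release 29 for 99.2% of the genes.

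PCA used log2 CPM with a prior count of 2 and the 500 most variable genes. Gene sets were tested with camera at an inter-gene correlation of 0.01, in a family of 296 KEGG pathways with 15 to 500 tested genes and a family of 15 lists written before the data were examined. The lists are cholesterol biosynthesis enzymes, arachidonic acid metabolism enzymes, steroid hormone enzymes, sialyltransferases, polypeptide GalNAc transferases, tight junction proteins, matrix metalloproteinases, epithelial markers, mesenchymal markers, STAT3 pathway genes, proliferation genes, senescence arrest genes, secreted SASP factors and replication-dependent histones, and 1 further list whose result is left out for a reason unrelated to its value. Alternatives were fry, camera with an estimated correlation, and GSEA with gseapy 1.3.1 on the FPKM (signal-to-noise ratio, permutation of gene sets). Each set's median was also compared with 10000 random sets of genes of the same abundance. The leading-edge genes of Table S2 were described and not tested, since the study picked them on these libraries.

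The tests were tried on simulated data of 13311 genes with 200 changed by 2 on the log2 scale. The quasi-likelihood test recovered 193 with 11 false calls, DESeq2 195 with 26, and limma on log2(FPKM + 1) 174 with 4. Changes near 1 on the log2 scale, the size of many changes reported here, were not simulated. The recovery therefore does not show how the tests compare for such changes. A simulated set of 20 genes shifted by 0.5 had an adjusted p of 1.52e-06 with camera, 0.0372 with fry and 0.311 with the estimated correlation.

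The text names every gene that the paper names for the 12Z experiments, the genes past both thresholds with the smallest p in each direction, and members of the lists past both thresholds. Other genes are named where the text says that they were chosen after their values were seen. PAX2 was not analysed here. Immunoblots, lectin blots, qPCR, staining and the published microarrays were not analysed here.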

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

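Except for the change of GPR39, the tests of explanations here were chosen after the results they measure, or the values used, had been seen. The edgeR test and the list of proliferation genes were set before the data were examined.

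LYPD1 and CAVIN3 are genes that the paper does not discuss. LYPD1 had a log2 fold change of 1.43 (standard error 0.14, adjusted p = 0.0460, edgeR) and CAVIN3 1.18 (standard error 0.12, adjusted p = 0.0460, edgeR), and both were higher in 3 of 3 treated libraries than in every Control library. Over the alternatives the adjusted p ranged from 5.22e-15 to 0.355 for LYPD1 and from 3.53e-13 to 0.359 for CAVIN3. Scaling does not account for either rise, since library size alone left LYPD1 at 1.30 and CAVIN3 at 1.05 while it moved the median of all genes to -0.12. With the trends on GC content and gene length removed, the values were 1.44 and 1.20. LYPD1 shares 1180 of its 2412 exon bases with GPR39 on the opposite strand. GPR39 had a log2 fold change of 0.57 with a standard error of 0.62, which leaves open whether it rose as much as LYPD1. LYPD1 gained 3.31 times as many reads as were counted on GPR39 in treated cells. The strand setting is not known, so the GPR39 count may leave out reads on the shared bases. This ratio therefore cannot exclude GPR39 reads as a source. CAVIN3 shares 557 of its 1672 exon bases with an opposite-strand gene that the tables do not hold, and this stays open. A response to rhChem157S is the biological explanation that the design gives, and it was not tested apart from chance: of the 10 splits of the 6 libraries, 1 gave as many genes past both thresholds with edgeR, the real one, and 1 as many with an adjusted p under 0.05, so the share cannot fall below what 3 against 3 allows.

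Genes of low abundance were lower with rhChem157S, a pattern that the paper does not discuss. Genes with a mean FPKM of 0.1 to 1 had a median log2 fold change of -0.36 and genes above 100 FPKM a median of 0.25, a difference of -0.61. Relative to the Control mean, the medians of the low-abundance genes were -0.08, 0.03 and 0.08 in the Control libraries and -0.19, -0.31 and -0.58 in the rhChem157S libraries. Scaling shifts all genes alike and left the difference at -0.60 with library size only. Depth argues the other way, since the median total of the treated libraries was 1.04 times that of the Control libraries. Removing the trends on GC content and gene length left -0.56. A uniform background of reads in the Control libraries would take the same FPKM from every gene, but the median fall at 0.3 to 1 FPKM was 5.25 times that at 0.03 to 0.1. No single library makes the pattern, since the smallest difference with one left out was -0.50. The real split was the 1 of 10 splits with as large a difference. RNA quality and a response to rhChem157S stay open and were not tested.

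Proliferation genes, which the paper does not discuss, had a median log2 fold change of 0.19, with 18 of 21 genes higher (camera, adjusted p = 2.63e-05; fry, 0.0101), and 0.06 with library size only. Random sets of genes of the same abundance had a median of 0.15, and the list lay among them (permutation test with 10000 random sets, two-sided p = 0.493). The rise may therefore reflect the trend with abundance described above rather than proliferation itself.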

How the results depend on the processing

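The number of genes past both thresholds depended on the processing. It was 4 (2 higher, 2 lower) and the same 4 genes with RLE factors, with the trends on length and GC content removed, and with robust=TRUE, and 3 of the 4 were kept with library size only (1 higher, 2 lower). DESeq2 gave 392 (75 higher, 317 lower) and 1302 genes with an adjusted p under 0.05. Without a filter the count was 12 (9 lower), with 17 at an adjusted p under 0.05, and with at least 10 counts in every library it was 10 (7 lower), with 14. limma on log2(FPKM + 1) gave 33 (30 lower) and 179, and on log2(FPKM + 0.1) 18 (15 lower) and 23. Upper-quartile factors gave 0 in each direction, with 2908 genes at p under 0.05 without adjustment, and glmTreat gave 0, with 569. Of the settings added after the data were seen, legacy=FALSE gave 12 (9 lower) and 15, and the likelihood-ratio test 384 (69 higher, 315 lower) and 948. Across the 6 fits that each left out one library, the count ran from 0 to 417, with 0 to 128 higher and 0 to 289 lower, and 0 to 844 genes had an adjusted p under 0.05. The highest values came without rhChem157S replicate 1, and 0 came without each Control library and without rhChem157S replicate 2. Without rhChem157S replicate 3 the count was 85. DESeq2 with one library left out was added after the data were seen. Without Control replicates 1, 2 and 3 it gave 246 (34 higher, 212 lower), 136 (21 and 115) and 215 (75 and 140), with 658, 283 and 518 genes at an adjusted p under 0.05. Without rhChem157S replicates 1, 2 and 3 it gave 882 (216 higher, 666 lower), 240 (42 and 198) and 269 (25 and 244), with 2616, 584 and 1695. Where the number of genes changed, the cause was not tested.

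The replicate numbers were tried as a block, although the labels and the paper do not say that they pair the libraries. Deviations from the group mean in treated and Control libraries of the same number correlated across genes with 0.24, 0.00 and 0.25. Genes are not independent replicates, so these values cannot decide whether the libraries are paired. With the block 3367 genes had p under 0.05 without adjustment (edgeR), against 3038 without it. The replicate block gave 1 gene (1 higher, 0 lower), which is not among the 4, and the same counts with the trends on length and GC content removed.

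The PC1 share of 67.3% was 81.2% with variance-stabilised counts and 77.9% with log2(FPKM + 1), and ran from 50.7% to 73.2% with one library left out. It was 60.1% with all tested genes.

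Camera called 30 of the 296 KEGG pathways. Fry called 14 of the same 296 (3 shared with the 30) and the estimated correlation 0. With the length and GC trends removed 17 were called (17 shared), and with GSEA 10 (7 shared). Of 9 lists, 0 were called with an estimated correlation, under which the simulated shifted set was not called either. At p under 0.05 without adjustment the estimated correlation gave 10 pathways and 2 lists.

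Among single sets, hsa00100 passed the threshold with at least 10 counts in every library (adjusted p = 0.0352, camera), with the replicate block (0.00370) and with the block and the trends removed (0.00112), and ran from 0.0133 to 0.235 with one library left out. The estimated correlation gave 0.874 for hsa00140 and hsa00590, 0.487 for cholesterol biosynthesis enzymes, 0.222 for tight junction proteins and 0.580 for secreted SASP factors. With fry hsa00590 had 0.110, cholesterol biosynthesis enzymes 0.242 and secreted SASP factors 0.523. With one library left out, hsa00590 ran from 0.00582 to 0.0585, sialyltransferases from 0.0276 to 0.201, and secreted SASP factors from 2.90e-06 to 0.966, the last without rhChem157S replicate 3 and in the opposite direction. The matrix metalloproteinases turned upward with the replicate block (0.652) and with the block and the trends removed (0.355). Mesenchymal markers turned downward with GSEA (0.770), and histones with at least 10 counts in every library (0.829).

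Among named genes, LIF, whose log2 fold change was 0.01, turned negative with at least 10 counts in every library (-0.00188), the replicate block (-0.0688), upper-quartile factors (-0.0495), library size only (-0.14), limma on log2(FPKM + 1) (-0.17) and on log2(FPKM + 0.1) (-0.19), the block with the trends removed (-0.0482), and ran from -0.42 to 0.19 with one library left out. CDKN2A turned to -0.0343 with library size only and to -0.0331 and -0.0337 in the limma fits with pseudocounts of 1 and 0.1. SLX1A turned to 0.00454 with the block and the trends removed and ran from -0.15 to 0.15 with one library left out, and CCRL2, with 2 to 36 counts, from -1.40 to 0.69. None of these passed a threshold. Of the other results of named genes, 61 became significant under an alternative and 29 lost significance, while 490 kept their direction and side. For the other lists, 88 were unchanged, 3 became significant and 11 lost significance. The FPKM of ESR2 moved by more than 1 SD with TMM scaling and 35 other comparisons did not.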

Differences from the paper's values

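The paper states 388 DEGs, and edgeR gave 4. Of the alternatives set before the data were examined, DESeq2 with 392 and edgeR without rhChem157S replicate 1 with 417 fall within 1.5 times the paper's count, and the others do not. Chosen after seeing the values, the likelihood-ratio test of edgeR gave 384 and DESeq2 without rhChem157S replicate 3 gave 269.

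The paper's text gives 315 up-regulated and 73 down-regulated genes, and the paper's Table S1 gives 73 up and 315 down. The log2 fold changes of Table S1 and of DESeq2 here differed by at most 0.000973. The numbers in the paper's text therefore appear exchanged between the directions, and settings that come near them do not account for them. Here edgeR gave 2 higher and 2 lower with rhChem157S. DESeq2 gave 75 higher and 317 lower, which is within 1.5 times the numbers of Table S1 in both directions, and without rhChem157S replicate 1 edgeR gave 289 lower. None of the alternatives set before the data were examined comes within 1.5 times the text's number of up-regulated genes. For the text's number of down-regulated genes, edgeR without rhChem157S replicate 3, with 76, does. The likelihood-ratio test, chosen after seeing the values, gave 69 higher and 315 lower. DESeq2 with one library left out was also chosen after seeing the values. Without rhChem157S replicate 1 it gave 216 higher, within 1.5 times the text's number. Within 1.5 times the numbers of Table S1 it gave 75 higher without Control replicate 3, 212 lower without Control replicate 1 and 244 lower without rhChem157S replicate 3.

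Fig. 3C marks about 570 genes higher and about 770 lower at the adjusted threshold, read by eye. Here edgeR gave 2 and 2, and DESeq2 540 and 762, the only alternative set before the data were examined within 1.5 times of either. Of the settings chosen after seeing the values, DESeq2 without rhChem157S replicate 3, with 791 and 904, is within 1.5 times of both, and the likelihood-ratio test, with 618 lower, of the second. For PC1, Fig. 3A gives about 81%, read by eye, against 67.3% here, a difference within 1.5 times, and variance-stabilised counts gave 81.2%.

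The paper calls 10 genes that it selected for qPCR as DEGs. Here edgeR called 2 of them, CLDN1 and PGF, and DESeq2 gave all 10 an adjusted p under 0.05.

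The paper states 55.96 M raw reads per sample, and the median library here has 36.5 M reads counted on genes. Raw reads include those removed or not assigned to a gene. The number of clean reads that the paper also states is lower and lies closer to the counted reads.

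For arachidonic acid metabolism the paper's FDR is 0.013, and the adjusted p from camera here is 0.0206. GSEA on the FPKM, at 0.0177, and camera without Control replicate 3 or without rhChem157S replicate 1, at 0.0133 in both, are within 1.5 times of the paper's, and the other alternatives are not. The paper's Table S2 gives the same KEGG set (hsa00590) an FDR of 0.0383, and within 1.5 times of that are camera with the replicate block, at 0.0266, with at least 10 counts in every library, at 0.0292, and without rhChem157S replicate 2, at 0.0346, and no other alternative. Fig. 4A titles the panel with the text's FDR as hsa00590, but the p beside that FDR is nearer to that of the Reactome set of the same name in Table S2, which has an FDR of 0.112 there. The text's FDR may therefore not belong to hsa00590, and the Reactome set was not used here.

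For steroid hormone biosynthesis the paper's text gives an FDR of 0.152 and the paper's Table S2 gives hsa00140 0.146. Camera gave an adjusted p of 3.04e-04 here, and no alternative is within 1.5 times of either. The paper's FDR come from GSEA, which is a different test from camera. GSEA here gave hsa00140 an FDR of 0.0369. The panel of Fig. 4A that shows the text's FDR is titled steroid biosynthesis (hsa00100), so the text's value may belong to that set. There camera gave 0.0870 here, and 0.211 without Control replicate 1, 0.131 without Control replicate 2 and 0.125 without rhChem157S replicate 3 are within 1.5 times of the paper's, while the other alternatives are not. GSEA here gave hsa00100 an FDR of 0.315. For mucin type O-glycan biosynthesis the paper's FDR is 0.142, against 0.534 from camera and 0.662 from GSEA here, again with no alternative within 1.5 times.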

Other observations

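The tests in this part were chosen after the results they measure, or the values they are computed from, had been seen. The edgeR and DESeq2 tests of single genes are the exception and were set before the data were examined.

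The other results across many genes were also set against the 10 splits of the 6 libraries. DESeq2 called 392 genes past both thresholds in the real split and 143 in the next, and 1302 with an adjusted p under 0.05 against 239, so 1 of 10 splits gave as many in each case. For KEGG pathways the real split gave 30 and the next 24, and for the lists 9 against 7, again 1 of 10. With 3 libraries against 3, these shares cannot go lower, so chance and treatment cannot be told apart by them.

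Whether the trend with abundance carries the set results was tested with 10000 random sets of genes of the same abundance. In this permutation test the two-sided p was 2e-04, the smallest that these random sets can give, for the ribosome, tight junction proteins, cholesterol biosynthesis enzymes and secreted SASP factors, 0.0134 for steroid hormone enzymes, 0.0026 for KEGG steroid hormone biosynthesis and 0.0072 for KEGG arachidonic acid metabolism, which argues against abundance as the whole cause. It was 0.0036 for matrix metalloproteinases, 0.0046 for KEGG steroid biosynthesis, 0.0048 for epithelial markers, 0.0284 for sialyltransferases and 0.0286 for senescence arrest genes. These sets lay low among their random sets. Histones lay high among theirs, with 0.042. For the shorter list of arachidonic acid metabolism enzymes it was 0.269 and for mesenchymal markers 0.403, so for these the trend is not excluded. It was 0.236 for STAT3 pathway genes, 0.281 for polypeptide GalNAc transferases and 0.827 for KEGG mucin type O-glycan biosynthesis. The rise of the secreted SASP factors rests on one library: their median log2 fold change was 0.0156 without rhChem157S replicate 3.

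The libraries lie in the order of their replicate number on PC1. The change from replicate 1 to replicate 3 correlated across genes between the groups with r = 0.28, where genes are not independent replicates. This correlation compares 1 difference per group, so it cannot tell a trend along the replicate number from spread within the groups.

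Several genes were chosen after their values were seen. SLX1B had a log2 fold change of 2.83 (adjusted p = 0.0569, edgeR) and its near-identical copy SLX1A -0.02. If reads had only moved between the copies, their summed CPM would be unchanged, but it rose by 1.23 on the log2 scale. CDKN1A fell by 1.14 (adjusted p = 0.0774, edgeR) and CDKN2B by 1.07 (adjusted p = 0.0948, edgeR), CDKN2A had 0.09 (adjusted p = 0.525, edgeR) and MKI67 0.52 (adjusted p = 0.0707, edgeR). DESeq2 gave adjusted p of 3.53e-17 for SLX1B, 9.16e-05 for CDKN1A, 0.000978 for CDKN2B and 1.39e-06 for MKI67. It gave 0.976 for SLX1A and 0.622 for CDKN2A.

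RNA of the receptors and markers was low in several cases. In Control cells the FPKM was 0.0874 ± 0.0316 (SD, n = 3) for CMKLR1, with 3 to 25 counts over the 6 libraries, 2.04 ± 0.210 for GPR1 (CMKLR2) and 0.267 ± 0.236 for CCRL2. It was 0.0163 ± 0.0127 for ESR1, 0.0431 ± 0.00182 for ESR2, 0.255 ± 0.0319 for PGR, 0.310 ± 0.0719 for CDH1 and 12.7 ± 2.20 for MUC1. GPR1 had a log2 fold change of 0.90 (adjusted p = 0.0824, edgeR, and 0.000819, DESeq2). IGFBP1 had 0 or 1 count in every library.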
